A study of Bos taurus with 8 samples. Its data were reported in "Reduced representation bisulphite sequencing of ten bovine somatic tissues reveals DNA methylation patterns and their impacts on gene expression" (2016).

How the data were processed

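RNA-Seq was performed on 8 cattle tissues, with 1 library per tissue: whole testes, frontal cortex, uterus (intercaruncular), mammary gland (parenchyma), abomasum, ileum, rumen and nucleated blood cells. The tissue of each library was taken from its label, and the library names in the table matched the labels for all 8. According to the methods of the study, the authors filtered single-end reads for adapters, contamination and low quality, aligned them to the UMD3.1 assembly with TopHat, and compared transcript levels with Cufflinks at default parameters. The layout of the table is that of Cuffdiff, the comparison program of the Cufflinks package.

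The deposited values are FPKM, the number of fragments normalized to transcript length and to the number of mapped fragments, which the authors' software scales between libraries by default. For each pair of tissues the table also holds the authors' log2 fold change without a pseudocount, the authors' test statistic (a score), and a p-value and q-value computed by the authors from 1 library against 1. The table lists 36801 loci in 28 pairs of tissues, and no locus had an FPKM that differed between pairs. Of the 1030428 comparisons, the authors' deposited table gave a test for 553919, no test for 476386, a failed estimate for 97 and too much data for 26.

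Genes were defined as the 24886 loci with an Ensembl transcript identifier, because the other 11915 loci name no gene. This definition was chosen after the table had been examined, where the plan had named all genes of the table, and the results for all loci are given as an alternative. An identifier stood at more than 1 locus in 816 cases, and 2093 loci named several transcripts, so levels of overlapping genes or near-identical copies are uncertain. The table does not pair the identifiers with gene symbols, and 0 identifiers matched a symbol in the RefSeq gene table of assembly ARS-UCD2.0. Preset lists of tissue marker genes and of DNA methylation enzymes are therefore not analysed here. The rule fixed beforehand for genes named in the text was bta-mir-202, the marker genes, the most abundant gene of each tissue and the 2 most enriched genes with a symbol per tissue. Because the identifiers could not be paired with symbols, only a few are printed, and the most abundant gene of each tissue is not reported by name here. The identifiers given for testis are the 2 with the highest enrichment among the loci eligible for naming. Such loci had a test in every pair of the tissue and named 1 transcript, which stood at no other locus. The 2 identifiers were chosen after their values were seen. The locus of bta-mir-202 was identified as ENSBTAT00000042434 from the study's list of CG islands, in which 1 island lies on chromosome 26. The locus spans 99 bases, as does the RefSeq hairpin on chromosome 26.

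Read numbers were recovered from the FPKM values of loci without an identifier that span 88 to 130 bases. A locus was given an effective length from a normal distribution of fragment lengths with a mean of 200 bases and an SD of 80 bases, with fragments shorter than a lower limit left out. The model was chosen after the data had been examined. Of 16 lower limits tried in the abomasum library, a limit of 87 bases gave whole reads, within 0.03 of a whole number, for 99.8% of the loci, and the other limits for at most 24.1%. The smallest depth that gave whole reads for at least 95% of these loci was taken in each library, and the share at that depth was 96.4% to 100% across libraries. At loci of the same length with an identifier, 7 of 28 values came out whole, so read numbers there are approximate. The recovered depth is scaled by the authors' software and is not the number of mapped reads. It ranged from 6034000 reads in mammary gland to 15516000 in rumen. A floor of 3 reads, the upper limit that a count of 0 allows, corresponds to 0.264 to 0.680 FPKM on a transcript of 1000 bases. The reads carry no molecular identifiers, so floors and intervals cover counting error only.

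A gene was counted as expressed at an FPKM of at least 1. Similarity between tissues was the Pearson r across genes of log2(FPKM + 1), over genes with an FPKM of at least 1 in at least 1 tissue, with average-linkage clustering on 1 - r. A gene was called enriched in a tissue where its FPKM was at least 1 and its FPKM + 1 was at least 5 times that of the next tissue. Such folds are on the scale of FPKM + 1 and understate the difference for low genes. The tau index of tissue specificity runs from 0 for an even level to 1 for expression in a single tissue, and was computed on log2(FPKM + 1). The share of summed FPKM in the 10 most abundant genes was taken per tissue. For X linkage, the median FPKM of expressed X-linked genes was divided by that of expressed autosomal genes, with a 95% interval from 1000 bootstrap draws of genes. Lists of genes were set against 10000 random lists of the same size, matched on mean expression in 20 bins. With 1 library per tissue, no test between tissues was run and no p-value across genes is given.

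Alternatives fixed before the data were examined covered the FPKM threshold, the status of the estimate, 2 rescalings, the pseudocount, rank correlation, the filter on low values, the fold, the tau index at 0.85, tissues left out, the significance threshold, the number of abundant genes, mitochondrial genes and the way random lists were drawn. All loci, loci spanning at least 300 bases, comparisons with both values above 0, and shares without genes at 0 in all other tissues were added after the data had been seen. The calculations were tested on simulated data. Among 14426 simulated genes, 200 were raised 12-fold in 1 tissue, of which 89.0% were recovered and 0 unchanged genes were called. Depths simulated on 704 short loci were recovered with an error of 0%. These tests check the calculations only. Unchanged genes were simulated nearly flat across tissues, so few false calls were possible. The depths were simulated with the same fragment model that recovered them, so the model itself was not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.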

Results

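To relate DNA methylation to transcript levels in cattle, the study generated RNA-Seq data for 8 tissues that differ in organ and function. The tissues were whole testes, frontal cortex, uterus, mammary gland, abomasum (the glandular stomach), ileum, rumen (the largest forestomach) and nucleated blood cells. Each tissue was represented by 1 library, so differences between tissues have no replicate check and include any difference between the animals. The scaled depth was 10289000 reads in whole testes, 9290000 in frontal cortex, 10114000 in uterus and 6034000 in mammary gland. It was 13370000 in abomasum, 7501000 in ileum, 15516000 in rumen and 12015000 in nucleated blood cells. An FPKM of 1 on a transcript of 1000 bases corresponded to 4.41 to 11.3 reads.

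The number of expressed genes was compared between tissues to assess how broadly each transcriptome was represented. Among 24886 genes, 17484 (70.3%) reached an FPKM of at least 1 in at least 1 tissue, and 8918 (35.8%) did so in all 8 tissues. Whole testes had the highest count, with 14483 expressed genes. Ileum had 13163, uterus 12881, frontal cortex 12865, mammary gland 12740, abomasum 12685 and rumen 12040. The lowest count was 11202, in nucleated blood cells. In total, 2483 genes were expressed in exactly 1 tissue, and 1452 of these (58.5%) were expressed in whole testes. The use of all loci, added after the data had been seen, moved the testis count most, to 20445. At an FPKM of at least 5 the testis count was 10628, still the highest, and that of blood cells was 8489, still the lowest.

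**Figure D1:**
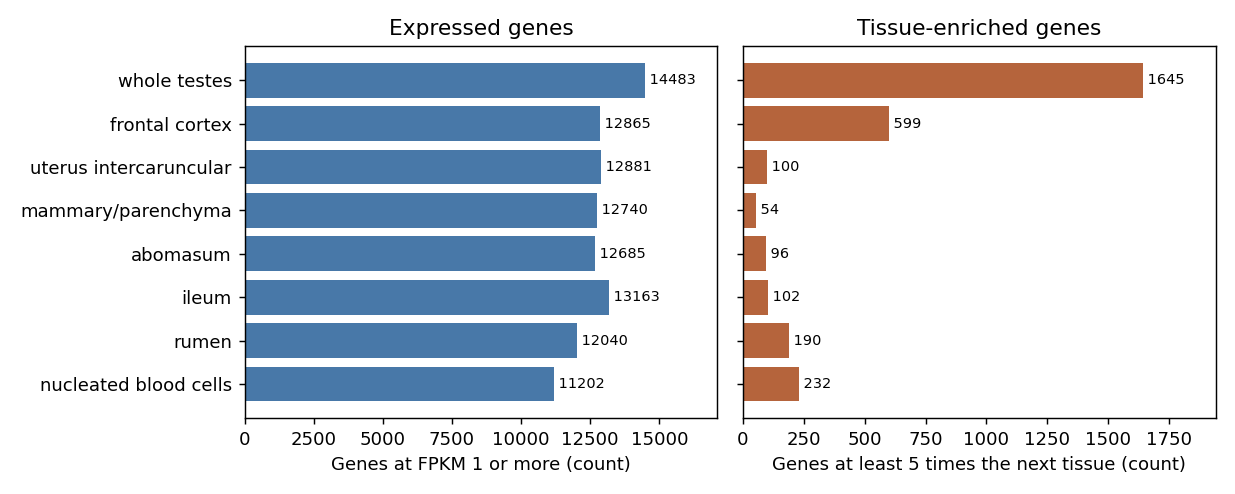
Number of genes with an FPKM of at least 1 (left) and of genes at least 5 times above the next tissue (right) in each tissue, with 1 library per bar and no error bars. Whole testes had the longest bar in both panels, 14483 and 1645 genes.

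Similarity between tissues was then measured over 17484 genes for all 28 pairs of tissues. These values are correlations across genes, and genes are not independent replicates. The closest pairs were uterus and mammary gland (r = 0.856) and abomasum and ileum (r = 0.8499). Whole testes had a mean r of 0.504 with the 7 other tissues, with values from 0.464 to 0.545. The 21 pairs without testes ranged from 0.568 to 0.856, so no pair with testes reached the lowest of them. The mean r was 0.631 for frontal cortex, 0.663 for nucleated blood cells, and 0.726 to 0.757 for the remaining tissues. In the clustering, uterus, mammary gland, abomasum, ileum and rumen joined before nucleated blood cells and frontal cortex, and whole testes joined last at 1 - r of 0.496. Without a filter on low values the mean r of testes was 0.678, the largest move among the alternatives. It was still the lowest mean, although the highest pair with testes (0.713) then exceeded the lowest pair without it (0.693).

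**Figure D2:**
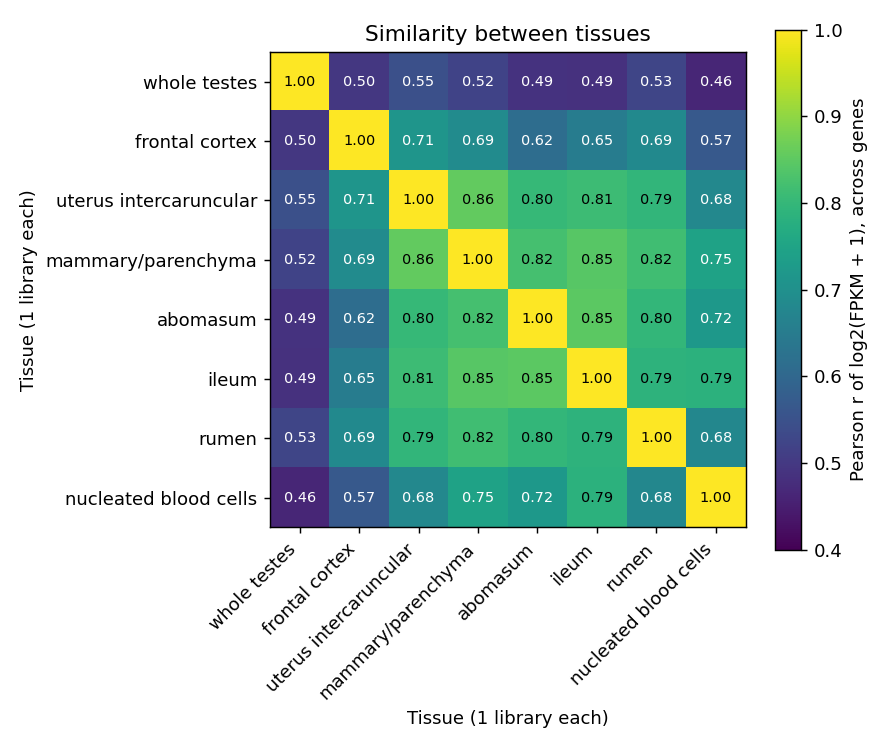
Pearson r of log2(FPKM + 1) across 17484 genes for each pair of tissues, with 1 library per tissue. The row of whole testes holds the lowest values, from 0.464 to 0.545.

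Tissue-enriched genes were counted because the study looked for sites that set 1 tissue apart from all others. In total, 3018 genes (12.1%) were enriched in a tissue, of which 1645 (54.5%) were enriched in whole testes. Frontal cortex had 599 enriched genes, nucleated blood cells 232, rumen 190, ileum 102, uterus 100, abomasum 96 and mammary gland 54. Of the testis-enriched genes, 458 (27.8%) were listed at 0 in the 7 other tissues. Among the loci eligible for naming, the highest enrichment in testis was found for ENSBTAT00000046692 and ENSBTAT00000054670. The first lies on chromosome 25 (9998858 to 9999359, UMD3.1), with an FPKM of 6333 in testis. The second lies on chromosome X (29091246 to 29091757), with an FPKM of 3268. Both were listed at 0 in the other tissues. The alternative that moved the testis count most was the use of all loci, which was added after the data had been seen and gave 4686. Some smaller counts depended on a single library. Without ileum the count rose to 480 for nucleated blood cells and to 166 for abomasum, and without abomasum it rose to 160 for ileum.

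The authors' deposited table compared each pair of tissues, 1 library against 1. The authors' deposited table called 1829 of 553919 tested comparisons (0.330%) significant, at 609 loci, while 15959 had an unadjusted p-value under 0.05. In the authors' deposited table, the calls per pair ranged from 8 between uterus and mammary gland to 182 between frontal cortex and nucleated blood cells. Pairs with whole testes held 953 calls (52.1%) of the authors' deposited table. In 1813 calls (99.1%) of the authors' deposited table, 1 of the FPKM values was 0. Among the 445024 comparisons of the authors' deposited table with both values above 0, 16 were called. The smallest p-value of the authors' deposited table, 5e-05, stood at 1664 comparisons, which fixed its smallest q-value at 0.0166.

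**Figure D3:**
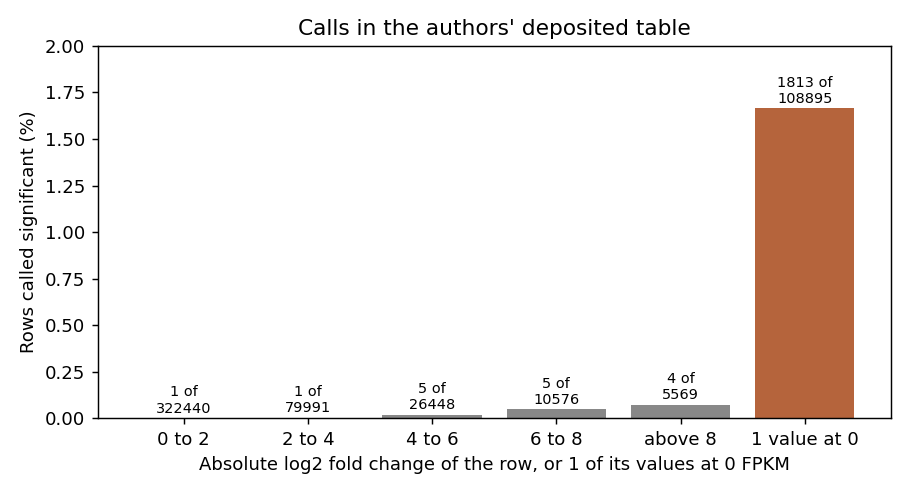
Percentage of tested comparisons called significant in the authors' deposited table, by absolute log2 fold change where both FPKM values were above 0 (grey) and where 1 value was 0 (brown), with the counts above each bar. Calls made up 1.66% of comparisons with a value of 0 and 0.0718% of those with a log2 fold change above 8.

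The share of summed FPKM in the 10 most abundant genes was determined, since a few abundant genes can lower the values of the rest. This share was 31.3% in abomasum, 28.3% in whole testes, 26.5% in ileum, 23.0% in nucleated blood cells, 22.2% in mammary gland, 17.0% in rumen, 16.0% in uterus and 8.52% in frontal cortex. Mitochondrial genes moved the share in testes most. Without them the share in testes fell to 4.87%, the lowest of the 8 tissues, and that in abomasum was 20.8%, the highest. In a separate alternative, added after the data had been seen, the share was taken over all loci with mitochondrial loci included. The share in abomasum was then 12.4%, and the highest shares were those of nucleated blood cells and ileum, both 29.5%. Short loci without an identifier took 85.0% of the summed FPKM of all loci in abomasum. The mitochondrial loci were listed at 0 in frontal cortex and rumen, where the authors' deposited table marked them as holding too much data. Those zeros are failed estimates, so shares that include mitochondrial genes cannot be compared between these tissues and the others. Separately, zeros were listed for some widely expressed genes. Of 3743 genes with an FPKM of at least 10 in the 7 other tissues, 14 were listed at 0 in nucleated blood cells. In each of the other tissues 0 or 1 such genes were listed at 0. No locus was marked as failed or as holding too much data throughout the pairs of nucleated blood cells. The 14 zeros are thus not known to be failed estimates, and their cause was not tested.

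The expression of X-linked genes was compared with that of autosomal genes in each tissue. The ratio of the medians was 0.589 in whole testes (95% bootstrap interval over genes 0.498 to 0.723), where 514 X-linked and 13957 autosomal genes were expressed. It was 0.710 in mammary gland (0.608 to 0.864), 0.712 in rumen (0.548 to 0.903), 0.733 in uterus (0.635 to 0.892) and 0.802 in nucleated blood cells (0.679 to 1.07). It was 0.822 in ileum (0.698 to 0.954), 0.840 in abomasum (0.707 to 0.974) and 0.857 in frontal cortex (0.727 to 1.02). The interval of testes overlapped those of the other tissues except frontal cortex, and it describes the spread of genes, not of animals. The order of tissues depended on the genes used. Over genes expressed in at least 1 tissue, with a pseudocount of 0.1, the lowest ratio was found in rumen (0.343) and that of testes was 0.511. In a further comparison chosen after the data had been seen, the same 271 X-linked and 8638 autosomal genes, with an FPKM of at least 1 in all 8 tissues, were followed across tissues. The median shift of the X-linked genes relative to the autosomal genes was -0.86 in testes and -0.10 to 0.12 in the 7 other tissues, on the log2(FPKM + 1) scale.

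**Figure D4:**
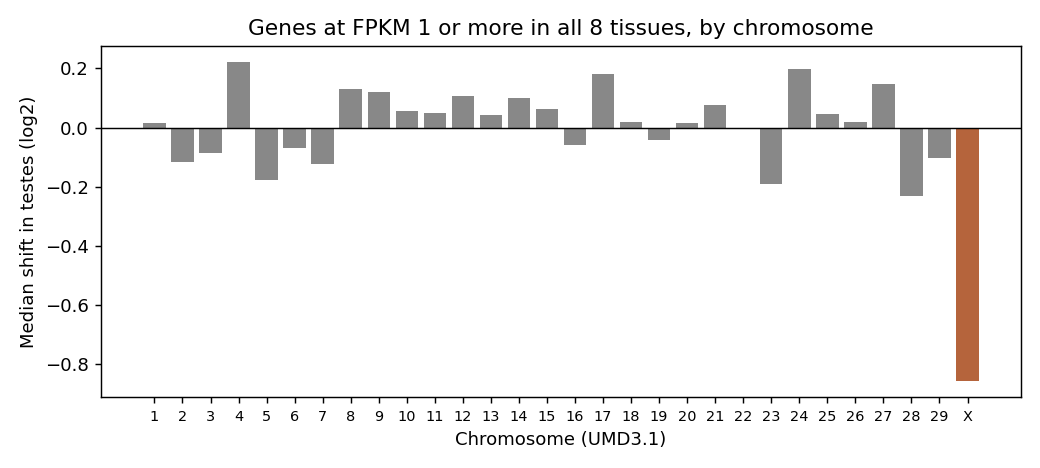
Median shift in whole testes against the median of the 7 other tissues, on the log2(FPKM + 1) scale and relative to all autosomal genes, for genes with an FPKM of at least 1 in all 8 tissues, by chromosome (UMD3.1). The X chromosome lies at -0.86 and the 29 autosomes lie between -0.23 and 0.22.

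The study listed 31 CG islands whose methylation was correlated with gene expression, and the genes at these islands were examined across tissues. All 31 genes were found by identifier, and 30 overlapped their island. The highest FPKM was in whole testes for 22 of the 31 genes, against a median of 11 (95% of lists 6 to 16) in matched random lists, at percentile 99.995. The median tau index was 0.816, at percentile 92.9 of the random lists. In 20 genes over 50% of the summed FPKM fell in 1 tissue, which was testes for 18. The result rested on the testis library. Without it the median tau of the 23 genes still above 0 was 0.363, at percentile 2.07. The top values of at least 2 genes rested on at most 10 reads, a count from the longest transcript each locus could hold. The study chose this list on the same tissues, so these values describe the list and are not independent evidence.

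Among these genes, bta-mir-202 was the study's example of expression in testis. Its locus, ENSBTAT00000042434, lies on chromosome 26 from 25988240 to 25988338 (UMD3.1) and spans 99 bases. The FPKM was 545 in whole testes and was listed at 0 in the 7 other tissues. On a locus of this length 1 read in the testis library was worth 538 FPKM, so the value corresponded to about 1 read (95% Poisson interval 0.0253 to 5.57 reads). The read numbers fit loci with an identifier less exactly: of 28 values at such loci of 88 to 130 bases, 7 came out whole, and the 16 values nearest to 1 read ran from 0.713 to 1.38 reads. The floor of 3 reads in the other tissues lay between 1071 and 2753 FPKM, above the testis value in all 7. A difference between testis and the other tissues was thus not detectable at this depth. The authors' deposited table gave a p-value of 0.121 for this locus in all 7 pairs with testes and called 0 of them.

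**Figure D5:**
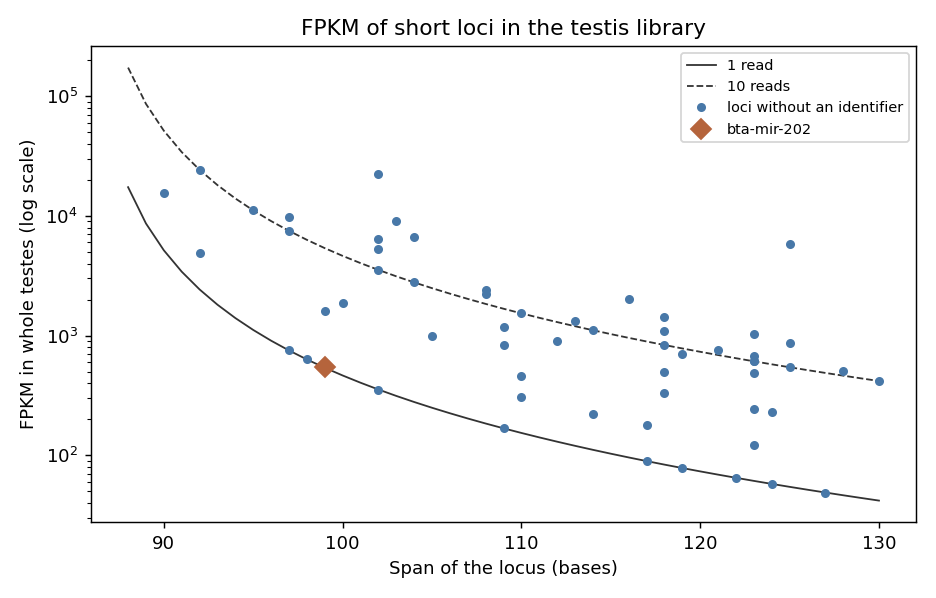
FPKM in the whole testes library (log scale) against the span in bases of loci of 88 to 130 bases without an identifier (circles) and of bta-mir-202 (diamond), with lines for the FPKM of 1 and 10 reads. The value of bta-mir-202, 545 FPKM, sits on the line of 1 read.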

Values the study reported

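The study reported 31 differentially methylated CG islands with a significant correlation to gene expression, out of 239 that overlapped genes with RNA-Seq information. For single cytosines, it reported 408 whose methylation was significantly correlated with the expression of 117 genes, with a negative correlation in 77.5 %. It counted 798 tissue-specific cytosines and 131 tissue-specific islands, and the testis had more of them than any other tissue. At the island of bta-mir-202, it gave an average methylation of 52.11 % in testis and of 88.10 to 95.10 % in the other tissues. It described this gene as highly expressed in testis only, and cited an earlier report that limited its expression in cattle to testis and ovary.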

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

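Each test in this part was chosen after the result it bears on had been seen. Both results concern loci without an identifier, which were left out of the main gene sets. They entered the recovery of read numbers, the alternatives over all loci and the calls of the authors' deposited table, of which 1484 of 1829 were at loci with an identifier.

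The abomasum library held 516 loci of 88 to 130 bases without an identifier that had at least 3 reads, above the limit that a count of 0 allows. In this library 506 such loci had at least 10 reads. Loci without an identifier may be listed only because enough reads were found there. Passing 3 reads is therefore not independent support for them. Counted at any FPKM above 0 there were 519 such loci in abomasum, 178 in rumen and 36 to 58 in the 6 other libraries. Of the 519, 429 (82.7%) were above 0 in abomasum only. Such short loci took 85.0% of the summed FPKM of all loci in abomasum, 41.5% in rumen and 14.8% in whole testes. An FPKM on so short a locus is large for few reads: at 89 bases the lowest value in abomasum, 66583 FPKM, corresponded to 10 reads. The scaled depth argues against a deeper library as the whole cause, since the rumen library was deeper (15516000 against 13370000 reads) and held 178. Rumen and abomasum were nevertheless the deepest libraries and held the most such loci. The other libraries, with at most 12015000 reads, held 36 to 58, so a part played by depth remains open. Because the number of mapped reads is not known, the even spread of reads over the genome was tested by the shape of the read numbers. A rate 1.62 times that of the scaled depth would be needed to place at least 10 read starts in windows of 130 bases at 506 positions. This is the number of such loci observed. At that rate 4.24 windows would hold at least 12 read starts, against 207 loci observed with at least 12 reads. The windows overlap, and reads lying wholly inside them have fewer possible starts, so the rate of 1.62 is understated. An uneven background was not tested. Copies of single fragments made by amplification remain open: 44.1% of the loci with at least 10 reads spanned at most 100 bases, about the length of a read, where an even spread of spans gives 30.2%, and copies cannot be told apart from short true transcripts without the reads. A difference between abomasum and the other tissues, or between animals, was not tested.

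In whole testes, 5962 loci without an identifier had an FPKM of at least 1, against 2792 to 4079 in the other tissues, and 3247 of them did so in testes only. Of these 3247 loci, 88.1% spanned at least 300 bases and their median FPKM was 10.3. Among loci of at least 300 bases, testes still had the most, 5152, and the next was frontal cortex with 3388. Depth was weighed on annotated genes: 3 libraries were deeper than testes and had at most 12685 expressed genes, fewer than the 14483 in testes. Which part of these loci are transcripts, extensions of known genes or genomic background was not tested, and tissue and animal remain open.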

How the results depend on the processing

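A count or share was taken to hold where it stayed within 1.5 times its reported value, a mean r where it moved by less than the SD over the 7 pairs of its tissue, an X ratio where it stayed in its bootstrap interval, and a percentile where it stayed on its side of 95. The alternatives named in the report as added were chosen after seeing the data. Unless a reason is given, the cause of a change was not tested. No paired analysis was possible because each tissue had 1 library and no test was run.

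All 56 alternative counts of expressed genes held, and whole testes had the highest count in each of the 8 settings. Of 48 alternative mean correlations 43 held, and complete linkage changes only the clustering. That of testes fell to 0.468 and 0.434 with a pseudocount of 0.1 and 0.01 and to 0.421 over genes with an FPKM of at least 5, and without a filter it rose to 0.678, and that of frontal cortex to 0.751. Genes at 0 in both tissues of a pair enter that unfiltered set by construction. Testes had the lowest mean r and joined last in every setting.

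Of 128 alternative counts of enriched genes 99 held, and testes had the highest count in all 17 settings. A fold of 2 admits more genes by construction, giving 3166 in testes, 1344 in frontal cortex, 339 in uterus, 197 in mammary gland, 363 in abomasum, 245 in ileum, 589 in rumen and 872 in blood cells. A fold of 10 gave 1083, 307, 53, 61, 59, 102 and 57 for testes, cortex, uterus, abomasum, ileum, rumen and blood cells. A pseudocount of 0.1 gave 155 in uterus and 83 in mammary gland, rescaling all libraries to the same sum gave 1.7e+02 in uterus, and a tau of at least 0.85 gave 105 in mammary gland, 148 in abomasum and 172 in ileum. All loci gave 4686 in testes, 1027 in cortex, 1357 in abomasum, 721 in rumen and 433 in blood cells. With each other tissue left out in turn, the count ran from 106 to 166 in abomasum, from 108 to 160 in ileum and from 239 to 480 in blood cells.

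Calls of the authors' deposited table were 0 at a q-value under 0.01, which the smallest p-value decides in advance and which says nothing about stability, and 16 with both values above 0. Adjustment within each pair gave 1859, of which 1726 were among the 1829, and 23 of the 28 pairs then had calls.

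Of 30 alternative shares of abundant genes 17 held, leaving out cortex and rumen without mitochondrial genes, which are listed at 0 there. The 50 most abundant genes hold more by construction: 19.7% in cortex, 29.9% in uterus, 39.4% in mammary gland, 41.6% in ileum, 39.5% in rumen and 39.2% in blood cells. Without mitochondrial genes the share was 4.87% in testes, 8.25% in uterus, 9.54% in mammary gland, 20.8% in abomasum, 10.99% in ileum and 12.6% in blood cells. Over all loci, with mitochondrial loci included, it was 12.4% in abomasum, and blood cells and ileum then had the highest shares, both 29.5%.

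Of 24 alternative X ratios 10 held, and testes had the lowest ratio in 3 of the 4 settings. Over genes above 0 the ratio was 0.461 in testes, 0.681 in cortex, 0.631 in uterus, 0.671 in abomasum, 0.679 in ileum and 0.503 in rumen. Over genes expressed in at least 1 tissue it was 0.518 in cortex, 0.538 in uterus, 0.453 in mammary gland, 0.377 in abomasum, 0.496 in ileum, 0.343 in rumen and 0.439 in blood cells. Without enriched genes it was 0.481 in testes.

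The tau of the island genes passed percentile 95 with unmatched lists (99.8) and with the share of FPKM in the top tissue (98.3), not with a pseudocount of 0.1 (82.7). Without testes it reversed to 2.07, and the 8 genes listed at 0 in the rest dropped out. Both alternatives for the marker lists were not run. Depth limits short loci most: 3 reads on 99 bases correspond to 1071 to 2753 FPKM.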

Other observations

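In this part, the tests against random autosomal lists and among genes with an FPKM of at least 10 were chosen before their results were seen, and all other tests after.

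Whole testes had the most expressed genes. The 3 libraries with a larger recovered depth had at most 12685 expressed genes, which argues against depth. After the medians of genes expressed in every tissue were equalized, the testis count was 14214 and the next count 13204, which argues against the authors' scaling as the whole cause. The genes expressed only in testes had a median FPKM of 12.3 there, and 78.3% had an FPKM of at least 3, which argues against a thin background of reads over all genes. A broader set of transcripts in testis is a candidate explanation, as a hypothesis found and tested on the same data. With 1 library, tissue, animal and library preparation are confounded.

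X-linked genes had their lowest level relative to autosomal genes in whole testes among genes expressed in each tissue. The ratio compares different genes in each tissue, so the same genes were followed across tissues. Among 271 X-linked and 8638 autosomal genes with an FPKM of at least 1 in all 8 tissues, X-linked genes lay at -0.86 relative to autosomal genes in testes (log2 scale), and at -0.10 to 0.12 in the 7 other tissues. The shift is thus present in a common set of genes, which argues against testis-enriched autosomal genes raising the autosomal median as the whole cause. Of 10000 random autosomal lists matched on expression, 0 lay as low, and the lowest lay at -0.35. Among genes with an FPKM of at least 10 in all 8 tissues the shift was -1.01, so genes near the floor do not account for it. Single autosomes lay between -0.23 and 0.22. A lower output of the X chromosome in testis may explain this. The testis library came from a male and the uterus library from a female by their tissue, and the labels give no sex for the other libraries, so sex, animal and tissue remain open. The shift holds within these genes, whereas the order of the ratios changed with the set of genes, as given above.

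Calls of the authors' deposited table fell almost only on comparisons with a value of 0. A large fold change was not enough for a call. Among comparisons of the authors' deposited table with both values above 0, a value of at least 100 FPKM and a log2 fold change of at least 8, 4 of 2219 (0.180%) were called. With 1 value at 0 and the other at least 100, 735 of 11087 (6.63%) were called. A value of 0 gives no finite fold change, so these sets were not matched on its size. With both values above 0, the percentage called rose from 0.00031% at an absolute log2 fold change of 0 to 2 to 0.0718% above 8. Whether the size of the fold change accounts for part of the pattern stays open. Dividing the log2 fold change of the authors' deposited table by its statistic gave a median standard error of 2.97 log2 units where the lower value was 1 to 10 FPKM, 2.28 at 10 to 100 FPKM and 2.09 from 100 FPKM. The SD of a difference between tissues at these loci, measured over the 8 libraries on the log2(FPKM + 1) scale, had medians of 1.22, 0.975 and 1.17 log2 units. The standard error exceeded this SD in 95.7%, 92.7% and 88.4% of comparisons. In most comparisons the standard error was thus larger than the spread of the locus itself between tissues. A spread between tissues pooled over many loci was not tested, so it is not excluded as the source of the standard error. The shares at 10 to 100 FPKM and from 100 FPKM were under the 95% set for a decision. How far the standard error explains where the calls fell stays open.

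The value of bta-mir-202 above 0 only in whole testes corresponded to 1.01 reads by the recovered depth. The value is consistent with about 1 read on a locus of 99 bases, with the limit that values nearest to 1 read at short loci with an identifier ran from 0.713 to 1.38. Expression of this gene in testis is neither excluded nor shown by it. A hairpin this short is near the lower limit of 87 bases that the fragment model allows. Of the table's loci, 471 were shorter than this limit, all of them annotated, and 0 of them had an FPKM above 0 in any tissue.

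Of the genes at the study's islands, 22 of 31 were highest in whole testes. The share of all genes that are highest in testes, 31.3%, does not account for this, as the count lay at percentile 99.995 of matched random lists. The study's own selection of islands by correlation across these tissues remains a candidate explanation and was not tested, since methylation data are not analysed here.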
